A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

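Array comparative genomic hybridization (array CGH), in which DNA of a mouse and of a reference animal are labelled with 2 dyes and hybridized together, was analysed for 1 family of C57BL/6J/Nrs mice that received 0 Gy. The family consisted of a sire, a dam and 6 progeny, and DNA came from tail tissue. Each mouse was hybridized against the same male reference DNA on 2 arrays with the dyes exchanged, giving 16 arrays on 4 slides. The 2 arrays of a mouse were treated as 1 replicate, so every group comparison has 1 sire, 1 dam and 6 progeny.

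The authors scanned the arrays and read them with Agilent Feature Extraction 10.7.1.1, and per the file headers the probe positions are on the mouse build mm9. The deposited scanner files give for each spot a log10 ratio of Cy5 over Cy3, computed from processed signals after background subtraction and a linear dye normalization. Processed and raw signals in the deposited scanner files are fluorescence intensity values, the raw ones as the median pixel of the spot and of its local background. The deposited series table holds a log2 ratio of reference over mouse on every array, the direction having been checked against the scanner ratios. For 10 arrays that table differed from the scanner ratios by a constant at most probes, with an SD of the remaining difference of at most 0.00132 and a largest difference at a single probe of 0.35, whereas for 6 arrays (dam, progeny 5 and progeny 6) it had been changed further, with an SD between 0.0153 and 0.0827.

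The scanner ratio was converted to log2, turned so that positive values mean more signal from the mouse than from the reference, and centred on each array's median over autosomal probes. Control spots and spots marked as outliers by the scanner software (120 to 252 per array) were left out, and repeated spots of a probe were averaged. Spots whose ratio had been set to exactly 0 by the scanner software (8 to 28 per array) were treated as missing. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, plots were drawn with matplotlib 3.10.9, and models were fitted with limma 3.58.1 in R 4.3.3.

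A probe was called positive when its log2 ratio exceeded 0.5 in size, with the same sign, on both arrays of a mouse. Probes past 0.5 on both arrays with opposite signs after the turn served as a comparison, because a copy number change cannot give them, although a dye effect can. A region was a run of at least 2 positive autosomal probes of one sign, each within 3 array probes and 200 kb of the next. A region of a progeny mouse was called a de novo candidate when neither parent had a positive probe of either sign inside it. A region found in only 1 parent was called carried by a progeny mouse when at least 50% of the parent's positive probes were positive there with the same sign. The study required in addition that 1 of the probes had been positive in an earlier screening with a sparser array. Those earlier arrays were not used here, so the candidates counted here are not limited in that way.

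Regions to be named were fixed by a rule. In each progeny mouse the rule took the candidate with the most positive probes, ties being broken by the larger shift, and in a mouse with more than 10 candidates the 5 with the most positive probes. It also took the chromosome 13 region that the study lists for progeny 3, and the region with the most positive probes among those positive in all 8 mice and among those positive in 1 parent. The chromosome 13 region was delimited by the outermost probes of the candidates of progeny 3 on that chromosome. This delimitation was chosen after the values were seen, because joining over 200 kb stopped at a longer stretch without probes. No coordinates were converted between builds. Gene annotation and the GC content of the probes were not analysed here, because the reference at hand was of another build than the arrays.

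For each named region the mean log2 ratio, taken over the positive probes of the carrier, was ranked among the 8 mice. Because candidates were selected by the values of the carrier, its rank is largely fixed by the selection, and an exact one-sided p, which cannot fall below 0.125, is given only for the chromosome 13 region, whose mean is over all its probes. Each mouse was also set against the other 7 at every probe by limma (lmFit and eBayes on the mean of the 2 arrays of each mouse). The fit was restricted to the 159874 autosomal probes measured on all arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. In that fit the lone mouse is assumed to vary like the other 7. Counts in the 6 progeny were screened for a single mouse far from the others by Dixon's ratio at the 95% critical value.

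The rules were tested on simulated data with the mean dye effect of each probe. The noise was drawn independently at each probe, with the median spread of the 8 mice used for every mouse. Of 200 planted regions of at least 5 probes and a log2 shift of 0.8 in size, 200 were found, with 0 false regions. In a simulation with nothing planted, 0 regions were found. By limma, all 2489 planted probes were called together with 122 others, and 1 probe was called when nothing was planted. Regions of fewer than 5 probes were not part of the simulation, and neither were shifts smaller than 0.8. On the real arrays progeny 5 had an SD over probes of 0.192, and its probes within 1 kb had a correlation of 0.26. The absence of false regions therefore does not carry over to the small regions of that mouse.

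Depth on an array is the signal over the local background, which lay between 9.21 and 19.3 over both channels of the 16 arrays, with a median of 15.4. Between 98.3% and 99.6% of the probe spots were well above background, and 0 spots were saturated. The number of arrays, 2 per mouse and 1 family, limits the precision of every value.

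Alternatives covered the centring, background correction by normexp with an offset of 50, the deposited series table in place of the scanner ratios, and the spots marked as outliers. They also covered dim probes, thresholds of 0.4 and 0.8, the mean of both arrays, the rules on neighbours and parents, a slide block and a fit without the parents. Normexp was applied to median rather than mean signals, which are the signals used from the scanner files. 4 further alternatives were chosen after seeing the data: no limit on the number of probes between positive probes, non-overlapping probes, subtraction of each probe's dye effect, and a limit on the other progeny.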

Results

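The second array CGH screening of a non-irradiated family, the sire, the dam and progeny 1 to 6, was examined for copy number differences from a male reference mouse. In this design a family serves as a control for the offspring of irradiated sires, and the question is which differences in the progeny are absent from both parents (de novo). The custom array carried 171250 spots, of which 6563 were controls, and 160626 different probes, of which 160575 were autosomal, 48 on chromosome X and 3 on chromosome Y. Neighbouring probes lay a median of 84 bp apart, and 34.0% of neighbouring pairs overlapped. The probes had been chosen by the authors around positions positive in a first screening, so the counts reported here are not rates per genome. The signal over background of the 16 arrays lay between 9.21 (progeny 3) and 19.3 (progeny 4). The spread between neighbouring probes, as given by the scanner software, was lowest at 0.103 in the sire and highest at 0.186 in progeny 5, in each case with the mouse in Cy5. All positions are on mm9. Genes in the regions were not analysed here.

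The sex chromosomes were examined first, because a female mouse and the male reference differ by a known number of copies. The median log2 ratio over chromosome X was 0.81 in the dam and 0.01 in the sire. Over chromosome Y the median was -1.13 in the dam and -0.02 in the sire. Progeny 5 had medians of 0.74 on X and -0.91 on Y, and progeny 6 of 0.71 on X and -0.86 on Y. In progeny 1 to 4 both medians lay between -0.02 and 0.04. With 3 probes on Y, single probes of the dam ranged from -3.73 to -0.34. Of the alternatives, background correction by normexp moved the X medians most, to 0.67 in progeny 5.

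The number of positive probes differed widely between the mice. The sire had 6 loss and 4 gain probes, fewer than its 96 probes with opposite signs on the 2 arrays. Progeny 2 (20 loss, 3 gain, 167 opposite) and progeny 4 (38 loss, 4 gain, 110 opposite) also had fewer positive than opposite probes. A dye effect can add to the opposite counts, so they do not estimate how many matching probes arise by chance. Progeny 1 had 145 loss and 2 gain probes against 210 opposite ones. The dam had 265 loss and 336 gain probes against 75. Progeny 3 had 286 loss and 94 gain probes against 175, and progeny 6 had 272 loss and 212 gain probes against 350. Progeny 5 had 275 loss and 2524 gain probes against 263. Over the 8 mice there were 4486 positive probes, and a threshold of 0.8 lowered this total to 1417. The correlation across probes between the 2 arrays of a mouse, after the turn to mouse over reference, was -0.67 in the sire, -0.09 in the dam and 0.16 in progeny 5. In the other progeny it lay between -0.64 and -0.38. Probes are not independent replicates, and no test was made of these correlations.

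De novo candidate regions were counted in each progeny mouse to ask whether the offspring carried losses or gains that neither parent showed. The 6 progeny had 38 de novo loss regions in total (mean 6.33 ± 9.14 SD, n = 6, median 2.5). Progeny 1 had 8, progeny 2 had 1, progeny 3 had 24, progeny 4 had 4, progeny 5 had 1 and progeny 6 had 0. De novo gain regions numbered 294 (mean 49.0 ± 112.3 SD, n = 6, median 1.5), of which 278 were in progeny 5, 13 in progeny 6 and 3 in progeny 3. Progeny 1, 2 and 4 had 0 gains. The loss count with the largest absolute change was that of progeny 3, which became 54 when positive probes had to be directly adjacent and 2 when any number of probes was allowed between them. The losses of progeny 1, 2 and 4 fell to 0 when at least 3 positive probes were required. The gain total had its largest absolute change, to 601, when any number of probes was allowed between positive probes, and its largest change as a ratio, to 30, when at least 3 positive probes were required.

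**Figure D1:**
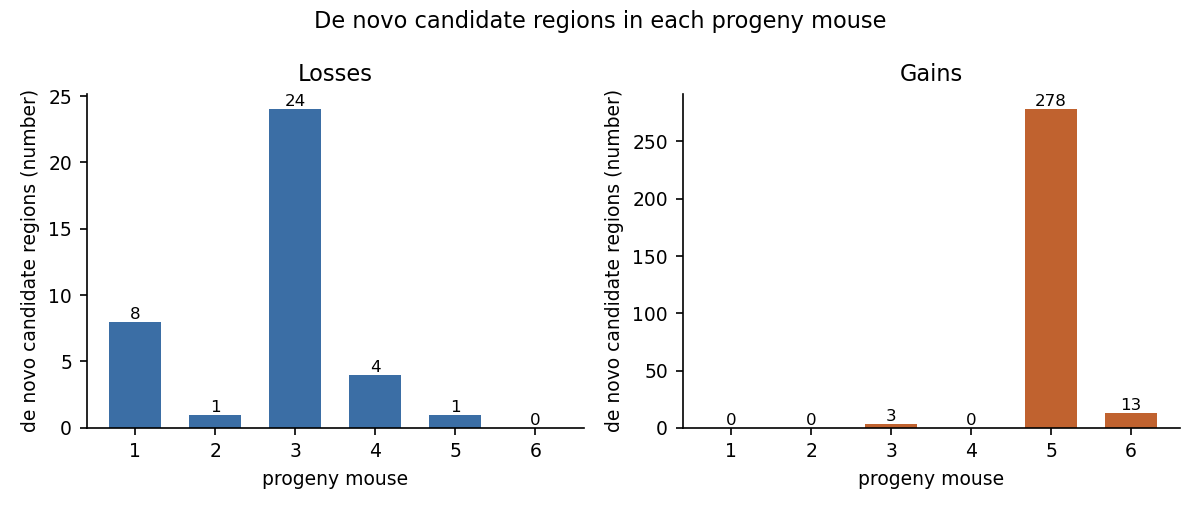
Number of de novo candidate regions in each of the 6 progeny, with losses on the left and gains on the right, on different vertical scales that both start at 0. Progeny 3 has 24 of the 38 losses and progeny 5 has 278 of the 294 gains.

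All 24 loss regions of progeny 3 lay on chromosome 13, in a span from 65870358 to 66973612 (1103255 bp), which is the region listed for this mouse by the study. The array had 456 probes in the span, of which 278 (61.0%) were called losses and 455 (99.8%) lay below 0 in progeny 3. The mean log2 ratio over the span was -0.64 in progeny 3, with -0.70 on the array with the mouse in Cy3 and -0.57 on the other. In the other 7 mice the mean was 0.00 ± 0.02 (SD, n = 7), with a range from -0.02 to 0.02. Progeny 3 was the lowest of the 8 mice (exact one-sided p = 0.125, the smallest this design allows, for limits that were taken from the calls of progeny 3 itself), and its distance from the others was larger than the spread among them. Neither parent had a positive probe in the span (0 probes). Normexp moved the mean most, to -0.615. The span held a stretch of 607556 bp without probes, from 66055616 to 66663172, and the mean was -0.60 over the 110 probes before it and -0.65 over the 346 probes after it. On the left, the probe that overlaps the first probe of the span read -0.70 as a mean of both arrays, the next, at 65668469, read -0.51, and the one beyond it, at 64731404, read 0.05. The left end was thus located only between the last of these positions and the span. At the right end the ratio was -0.26 at 66973744, -0.55 at 66973954 and -0.05 at 66975361. Over 200 probes on each side the mean was -0.02.

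**Figure D2:**
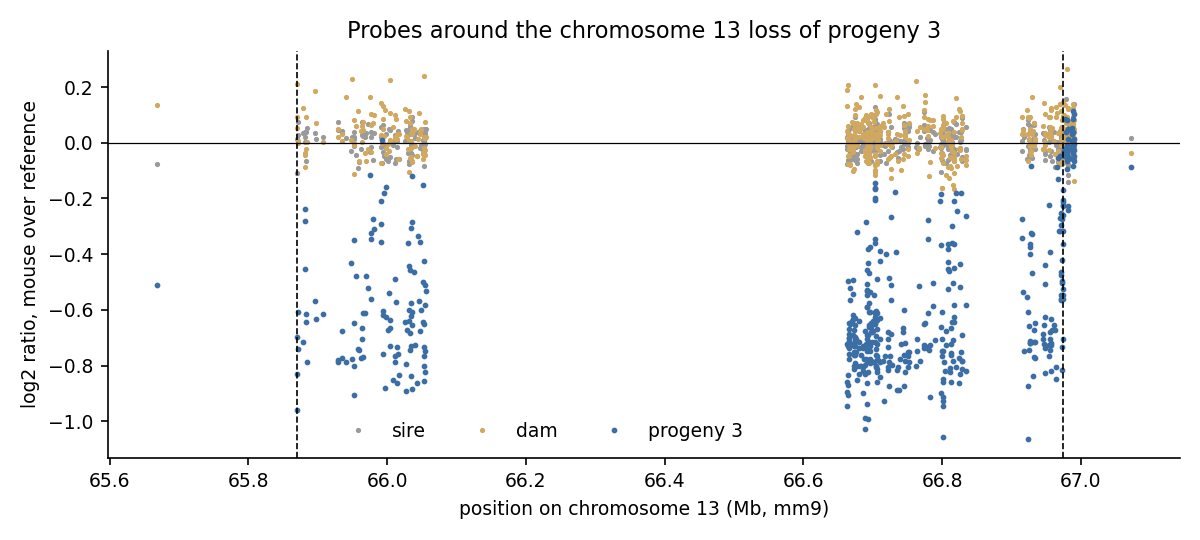
Log2 ratio of mouse over reference (vertical axis) at the array probes around the chromosome 13 span (horizontal axis, position in Mb on mm9) in the sire, the dam and progeny 3, 1 point per probe, with dashed lines at 65870358 and 66973612. Progeny 3 has a mean of -0.64 between the lines, where both parents have means between 0.01 and 0.02.

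The means of single regions were taken over the positive probes of the carrier, which raises their size, and over all array probes of a region they were smaller where other probes lay inside it. The 5 pieces of the span with the most positive probes had means between -0.80 and -0.72 in progeny 3, and between -0.74 and -0.68 over all their array probes. The piece with 36 positive probes (66671660 to 66690849) had a mean of -0.77 (-0.74 over all 41 array probes), against -0.01 ± 0.04 (SD, n = 7) in the other mice. The pieces with 27 (66931427 to 66964615), 25 (66744959 to 66798517), 22 (66693459 to 66701752) and 18 positive probes (66711103 to 66738973) had means of -0.73, -0.76, -0.72 and -0.80. In each piece the other 7 mice lay between -0.08 and 0.05.

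The candidates of the other progeny were short. Those of progeny 1, 2 and 4 all had 2 positive probes, with a longest length of 134 bp. The same 2 probes on chromosome 6 (25696261 to 25696323) were the leading loss in progeny 1 (-0.90), progeny 2 (-0.70) and progeny 4 (-0.70). At these probes progeny 3 read 0.54, progeny 5 read 0.96, progeny 6 read 0.64, the sire -0.05 and the dam -0.19. Progeny 1 was the lowest of the 8 mice there, and progeny 4 and progeny 2 came next in that order. Over the 8 loss regions of progeny 1 the mean was -0.69 in that mouse, -0.52 in progeny 2, -0.46 in progeny 4 and -0.27 in the dam. In progeny 3, 5 and 6 it was 0.34, 0.60 and 0.42. The 1 loss region of progeny 5, with 3 positive probes on chromosome 12 (66604705 to 66604919), had a mean of -0.78 (-0.57 over all its array probes), while progeny 6 read -0.22 and progeny 3 read -0.15. This region was outside the naming rule and was chosen after its values were seen.

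Of the 278 gain regions of progeny 5, 248 had 2 positive probes, 28 had 3 and 2 had 4. They lay on 19 chromosomes with a median length of 121 bp and a longest length of 2139 bp, and 142 of them held at least 2 probes that did not overlap. The regions with 4 positive probes were on chromosome 6 (25696261 to 25697462, mean 1.03, against -0.04 ± 0.44 SD in the other mice, n = 7) and on chromosome 2 (9991407 to 9992013, mean 0.71, against -0.01 ± 0.14). Among those with 3, the largest means were 1.36 on chromosome 15 (22902033 to 22902186), 1.20 on chromosome 13 (71531619 to 71531807) and 1.17 on chromosome 9 (117268806 to 117269163). Over all array probes of the region the mean was 0.81 on chromosome 6, 0.58 on chromosome 2 and 0.87 on chromosome 9. Progeny 5 was the highest of the 8 mice at all 5, which the way the regions were selected largely fixes, so no p is given. Over all 278 regions the mean in progeny 5 was 0.85 at the positive probes and 0.81 at all array probes, 55 regions having other probes inside. The study lists de novo deletions for this mouse, whereas the regions here are gains in the direction that the labels give the channels.

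The other mice did not lie at 0 over these 278 regions. The mean at the positive probes of progeny 5 was 0.32 in progeny 6 and 0.23 in progeny 3, and progeny 6 and progeny 3 lay above 0 at 97.5% and 93.5% of the regions. The means of progeny 1, 2 and 4 were -0.16, -0.13 and -0.16, and these mice lay above 0 at 10.1%, 11.2% and 8.27%. The dam had a mean of 0.08 and the sire of -0.04. At as many places drawn elsewhere on the array, in 100 draws, the share above 0 lay between 39.9% and 61.5% in every mouse.

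**Figure D3:**
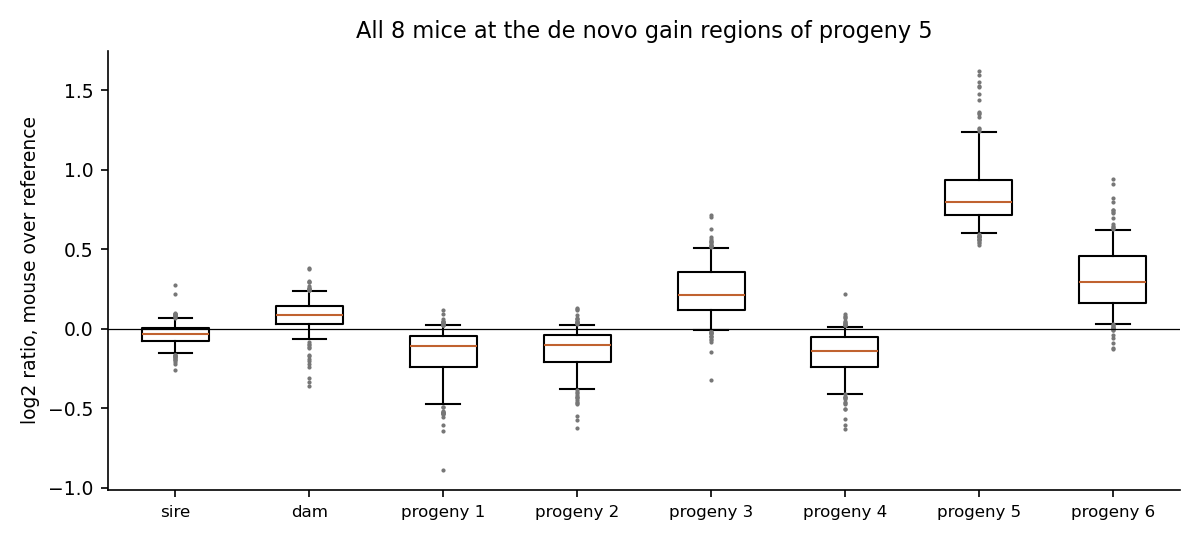
Mean log2 ratio of mouse over reference (vertical axis) at the 278 de novo gain regions of progeny 5 in each of the 8 mice; boxes span the quartiles with the median as a line, whiskers span the 5th to 95th percentiles, and points are regions beyond them. Progeny 6 and progeny 3 lie mostly above 0, and progeny 1, 2 and 4 mostly below it.

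The 13 gain regions of progeny 6 all had 2 positive probes. The 5 leading ones were on chromosome 3 (143409562 to 143409634, mean 0.95), chromosome 13 (64270829 to 64270893, 0.91), chromosome 5 (52955940 to 52956004, 0.82), chromosome 17 (85287205 to 85287275, 0.80) and chromosome 6 (25696264 to 25697421, 0.77, and 0.45 with the further probe inside it). At each of them progeny 5 was higher, so progeny 6 came next, and its value lay inside the range of the other 7 mice, whose SD was between 0.64 and 0.69.

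Regions positive in only 1 parent were followed into the progeny as the inherited background to the candidates. There were 95, all in the dam, with 84 gains on 17 chromosomes and 11 losses on 8 chromosomes. Of these, 27 were carried by at least 1 progeny mouse. A threshold of 0.8 lowered the 95 to 15. The 11 losses were each carried by progeny 5 and progeny 6 and by no other progeny. Their mean was -1.40 in the dam, -1.46 in progeny 5 and -1.45 in progeny 6, and between -0.04 and 0.04 in the sire and in progeny 1 to 4. The longest in probes was on chromosome 3 (25416456 to 25456288, 39833 bp, 136 positive probes), with means at these probes of -1.85 in the dam (-1.73 over all 148 array probes) and -1.79 in both progeny 5 and progeny 6. Of the 84 gains, 68 were carried by 0 progeny, 13 by 1 and 3 by 2. Their mean was 0.77 in the dam, 0.41 in progeny 3 and -0.20 in progeny 1. Progeny 3 carried 12 of them, progeny 5 carried 6 and progeny 6 carried 1. Only 1 region was positive in all 8 mice, a gain of 2 probes on chromosome 10 (97112476 to 97112551) with a mean of 1.19 ± 0.11 (SD, n = 8).

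**Figure D4:**
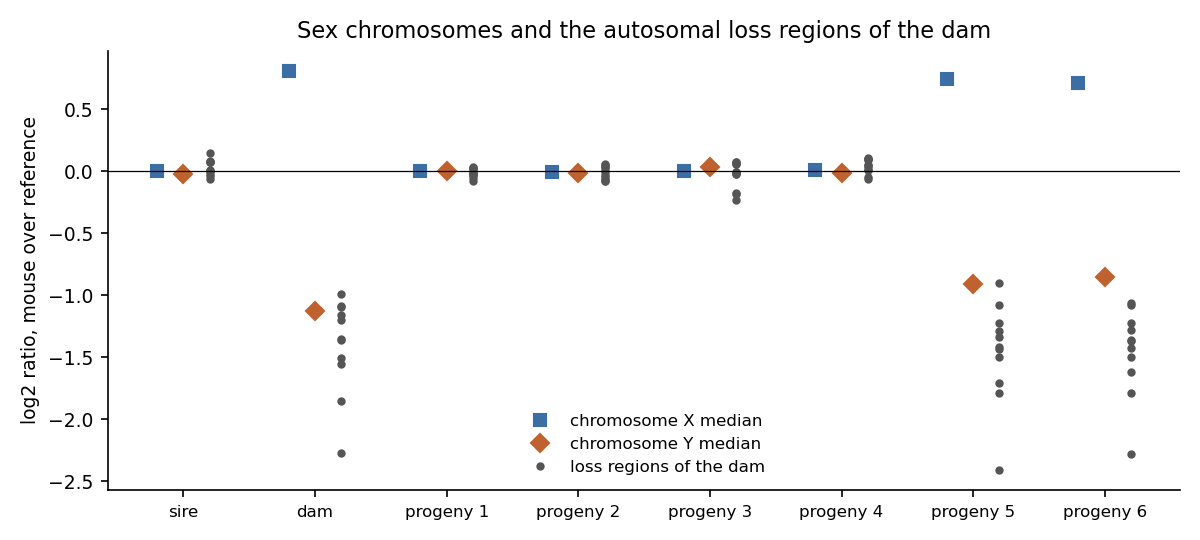
Log2 ratio of mouse over reference (vertical axis) in each of the 8 mice: median over chromosome X (squares), median over chromosome Y (diamonds) and mean at each of the 11 autosomal loss regions of the dam (points). The dam, progeny 5 and progeny 6 have X medians of 0.81, 0.74 and 0.71, and all 11 loss regions lie far below 0 in these mice, the highest value being -0.90 in progeny 5.

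Each mouse was finally set against the other 7 probe by probe with limma, to ask which probes differed by more than the spread between mice. In every fit but its own, progeny 5 was among the other 7. Its SD over probes was 0.192, against at most 0.117 in any other mouse, and that spread enters the test. Few calls for a mouse therefore do not show that it lacked differences. In progeny 3, 355 of 159874 probes passed an adjusted p of 0.05, with 2 higher and 353 lower, and 346 of the lower ones lay inside the chromosome 13 span. In progeny 5, 19616 probes were higher and 16677 lower, in total 22.7% of the probes tested. The median size of these shifts was 0.21, and 91.3% of them were under 0.5 in size. Without centring the balance turned, with 17611 higher and 19657 lower. At 182 of the 278 gain regions of progeny 5 all positive probes were called higher. The sire had 3 calls, the dam 2, progeny 1 and progeny 4 had 1 each and progeny 6 had 4. Progeny 2 had 0 calls by limma, with 976 probes at an unadjusted p under 0.05. The slide as a block moved these counts most, to 1295 in both progeny 5 and progeny 6. In that fit a mouse is set against its slide partner, so these are the same 1295 probes.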

Values the study reported

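For the non-irradiated group, the study reported 11 deletions and 3 duplications that quantitative PCR bore out, a count that leaves out mice with 4 or more changes such as progeny mouse 5. For progeny mouse 3 of this family, a male, it listed a de novo deletion, also borne out by quantitative PCR, of 1,103,254 bp on chromosome 13, at 66,699,838 to 67,803,092 on its own genome build, with 11 positive probes in the first array CGH and more than 50 in the second. For progeny mouse 5, a female, it counted 55 de novo candidates, all of them small deletions found by 1 positive probe in the first screening. On the second array, 43 of these had 2 positive probes, 9 had 3 and 3 had 4. Quantitative PCR was run on 10 of the 55 and bore out 5 as deletions.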

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

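Among the tests in this part, those of chance neighbours, dim probes, a wave along the chromosomes and spot brightness were set before their results were seen, and those of dye or spot error, overlapping probes, a graded difference, the slide at the loci concerned, exchanged labels, the continuous span, a property of the whole DNA sample and the shared dye effect were chosen only after the result was seen. In 12 sets of values over the 6 progeny, 1 mouse lay far from the other 5 in 6 sets. Chance alone marks about 1 in 20 sets where values are normally distributed. That rate is no benchmark here, because several sets are counts with most values near 0. The limits of the chromosome 13 span were also taken from the calls of progeny 3, which largely fixes that flag. The sets are related, since 4 of the 6 concern progeny 5 and the other 2 concern the same span in progeny 3. The design sets no treatment group within the progeny. The sex chromosomes divide the progeny, with progeny 5 and progeny 6 on the side of the dam and progeny 1 to 4 on that of the sire. This division coincides with the slide that held progeny 5 and progeny 6. No biological explanation was tested for either mouse.

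Progeny 5 had 278 de novo gain regions, where the next mouse had 13, and 2524 gain probes, where the next had 212. Its dye-swap correlation across probes was 0.163, where the other 5 progeny were at -0.38 or lower, and limma called 36293 of its probes, where the next mouse had 355. After the turn to mouse over reference, an error of dye would give mainly opposite signs and a random error of spots about as many opposite as matching ones, but there were 9.60 gain probes for each probe with opposite signs. Scattered probes meeting by chance gave a median of 109 gain regions in 100 shuffles of the positions (77 to 133), fewer than the 281 gain regions in the real order, so chance neighbours do not account for the whole number. Overlapping probes that read 1 stretch of sequence cannot account for the 142 regions with at least 2 probes that do not overlap, although they leave open the other 136. With dim probes removed, 236 gain regions were found in progeny 5. An exchange of the channel labels in progeny 5 would turn its sex chromosomes around, but its Y median was -0.91, on the same side as that of the dam.

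What stays open for progeny 5 includes the slide. Progeny 6, hybridized on the same slide, had a mean of 0.32 at these loci, and this pair had the highest correlation across probes of any pair of mice (0.57). Progeny 3, on another slide, also had a mean of 0.23, while its own slide partner, progeny 4, had -0.16. The slide of progeny 5 cannot be told apart from a likeness between the DNA of progeny 5 and progeny 6, because it held only these 2 mice. They were also the only progeny with low chromosome Y medians (-0.91 and -0.86), so sex cannot be told apart from that slide either.

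Also open is a graded difference between the DNA samples that many loci share. At these loci progeny 3 lay above 0 at 93.5% of the regions, on a slide other than that of progeny 5. Progeny 6 lay above 0 at 97.5% of the regions, whereas other places on the array gave 39.9% to 58.3%, and progeny 1, 2 and 4 lay below 0 at most of them. With the added condition that the other 5 progeny lie within 0.25 of 0, 100 of the gain regions were left, all in progeny 5. A candidate explanation is therefore that the condition of the DNA, or its share of some sequences, varied by degrees over the family and passed the threshold mainly in progeny 5. Neither the condition of the DNA nor its handling was measured here, and gains present only in progeny 5 remain open. The 100 regions do not single such gains out, because a shared shift of less than 0.25 passes the condition. Of all 278 regions, progeny 6 lay below 0 at 7 and progeny 3 at 18, so both lay above 0 at most of the 100. Probes 50 to 100 kb apart had a correlation of 0.024 in progeny 5, against 0.26 within 1 kb. This argues against a wave that reaches over 50 to 100 kb as the account of its deviation over all probes. Effects on shorter stretches are not covered by this test. Spot brightness accounted for 1.01% of the variance over probes. The limma count rests on the spread of the other 7 mice, and the SD over probes was 0.192 in progeny 5 and at most 0.117 in any other mouse.

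The dye-swap correlation was negative in 7 of the 8 mice, and in 6 of them it was -0.38 or lower. This is consistent with a dye effect of each probe that all mice share: the dye part of the ratio had a correlation across probes of at least 0.703 in every pair of mice (28 pairs, up to 0.904). Progeny 5, at 0.163, and the dam, at -0.09, had the largest SD over probes (0.192 and 0.117). A larger deviation of the DNA itself could raise the correlation in these mice, but that was not tested apart from the shared dye effect.

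Progeny 3 had 24 de novo loss regions, where the next mouse had 8, and its mean over the chromosome 13 span was -0.64, where the other 5 progeny lay between -0.02 and 0.01. The number 24 may come from the neighbour rule dividing 1 continuous span, since 99.8% of the probes in the span lay below 0 in this mouse, whether or not they passed the threshold. In the setting with no limit on the probes between, the span made 2 regions. The slide does not account for the shift, because progeny 4, hybridized on the same slide, had a mean of 0.0057 over the span. A property of the whole DNA sample would lower probes at many places on the array, but 346 of the 353 lower calls by limma lay inside the span, and the mean over 200 probes on each side of it was -0.02. Both arrays of the mouse showed the shift, and neither parent had a positive probe in the span. A loss of sequence in that animal is a candidate explanation, here found and examined on the same arrays. The study, as quoted above, lists a deletion on chromosome 13 for this mouse. That deletion was also seen on its first arrays and borne out by quantitative PCR. A cause confined to this stretch of the sample was not tested here.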

How the results depend on the processing

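All alternatives but 4 were fixed before the data were examined. Those 4 were chosen after seeing the data: no limit on the probes between positive probes, non-overlapping probes, subtraction of the probe dye effect, and the other progeny within 0.25 of 0. No named region and no chromosome X median past 0.5 changed sign without centring, with centring over all probes or with normexp. The same held with the deposited series table, with outlier spots kept and with bright probes only. The region of progeny 6 on chromosome 13 from 64270829 had no value with bright probes only, so its sign is not covered there. Signs were not recomputed under the other alternatives. Of the values that answer a comparison, 190 were within their limits (1.5 times for a count, 1 SD for a mean) and 66 were not. Without centring, with centring over all probes, with the deposited series table and with the spots marked as outliers kept, every count of probes, of de novo losses per mouse, of de novo gains in total and of regions in 1 parent was within 1.5 times of its value. With a gap of 10 kb and with a parent's probe counted when either of its arrays passed, the same held for the de novo losses per mouse, the de novo gains in total and the regions in 1 parent. The causes of the changes were not tested, except where the rule itself requires more or fewer probes.

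At a threshold of 0.4 there were 7023 positive probes over the 8 mice, 575 de novo gains, 51 carried regions of 1 parent, and 21 and 2 de novo losses in progeny 1 and 2. At 0.8 there were 1417 positive probes, 47 de novo gains, 15 regions in 1 parent with 9 carried, 3 de novo losses in progeny 3, and 0 in progeny 1, 2, 4 and 5. With the mean of both arrays in place of both, there were 6969 positive probes, 548 de novo gains, 55 carried regions, and 20, 5, 11 and 5 de novo losses in progeny 1, 2, 3 and 5.

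Normexp gave 193 de novo gains, 59 regions in 1 parent with 14 carried, and 5, 0 and 0 de novo losses in progeny 1, 2 and 4. It moved the mean of progeny 3 over the chromosome 13 span to -0.615, more than the small spread of the other mice (SD 0.02). Under normexp limma made 0 calls in the sire, 0 in the dam and 0 in progeny 1, with 1977, 17628 and 2304 probes at an unadjusted p under 0.05. With only probes well above background there were 63 regions in 1 parent.

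Requiring at least 3 probes left 30 de novo gains, 35 regions in 1 parent with 4 carried, and 0 de novo losses in progeny 1, 2 and 4. Directly adjacent probes gave 54 de novo losses in progeny 3. A limit of 0.25 on the parents' means left 4 de novo losses in progeny 1. With no limit on the probes between, there were 601 de novo gains, and 2 de novo losses in each of progeny 3 and progeny 5. Non-overlapping probes left 144 de novo gains, 60 regions in 1 parent with 9 carried, and 1, 0 and 0 de novo losses in progeny 1, 2 and 4. With the other progeny within 0.25, 100 de novo gains and 0 de novo losses in progeny 1, 2 and 4 were left. Subtracting the probe dye effect gave 12, 1 and 1 de novo losses in progeny 3, 4 and 6.

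In limma, the slide as a block made the 2 mice of a slide each other's contrast, with 230 calls for the sire and dam, 0 for progeny 1 and 2 (995 at an unadjusted p under 0.05), 193 for progeny 3 and 4, and 1295 for progeny 5 and 6. Without the parents there were 0 calls for progeny 1, 4 and 6, with 2211, 2164 and 1889 probes at an unadjusted p under 0.05. In both of these fits progeny 5 had the highest count, shared with progeny 6 under the block, followed by progeny 3 without the parents (248).

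Progeny 5 had the most de novo gains under every alternative run, from 30 to 580, and progeny 3 had the most de novo losses except at a threshold of 0.4 and with the mean of both arrays, where progeny 1 had 21 and 20, and with no limit on the probes between, where progeny 1 had 9. Of the other values, 255 were within their limits and 52 were not, and of these 52, 49 were counts of positive probes or de novo gains of single mice. A trend on GC content was not run. No paired analysis was possible because the groups share fewer than 2 numbers. Signal over background was between 9.21 and 19.3, and the number of arrays limits the precision.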

Other observations

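Tests chosen only after the result was seen are those of the losses shared by the dam and both of progeny 5 and 6, of the losses of progeny 1, and of a graded difference at the gains of the dam; those of inheritance of the dam's gains, of the pairing by slide and of the deposited series table were set before.

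Progeny 5 had 1 de novo loss region here. That is lower than the value quoted from the study above. The small candidates of this mouse, 278 regions of 2 to 4 positive probes, were gains in the direction that the channel labels give, and the sex chromosomes of its arrays (X median 0.74, Y median -0.91, on the same sides as in the dam) argue against exchanged labels. Against this direction stands the quantitative PCR of the study, quoted above, which bore out part of the candidates it examined as deletions. Whether those loci are among the 278 regions was not examined, since no coordinates were converted between builds. Why the direction differs was not tested. The study's candidates were also limited to positions positive in its first screening, a limit not applied here.

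The 11 autosomal loss regions of the dam lay on 8 chromosomes, and there was 1 set of carriers among them, progeny 5 and progeny 6. Deletions inherited from the dam on separate chromosomes would segregate apart from one another, so this argues against them. All 11 were low in exactly the progeny whose chromosome Y median was low (-0.91 and -0.86), and the ratios of the dam reached -2.27. A candidate explanation is that the male reference holds copies of these probe sequences on chromosome Y. Probe sequences were not compared with a genome here, so this remains a hypothesis.

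Inheritance was tested at the 84 gain regions of the dam. Progeny 1 lay below 0 at 97.6% of them and progeny 3 lay above 0 at 98.8%, with means of -0.20 and 0.41. An inherited gain would be present or absent region by region, so these values argue against inheritance as the whole account. A graded difference between DNA samples may account for them, as for the gains of progeny 5. The gain on chromosome 8 from 102191931 to 102199837 went the other way. It read 0.70 in the dam, 0.55 in progeny 5 and 0.52 in progeny 6, and between -0.04 and 0.03 in the other mice. The dam's gain from 102201827 to 102202365 read alike, with 0.65 in the dam, 0.48 in progeny 5 and 0.42 in progeny 6. The other mice lay between -0.08 and 0.11 there. Inheritance stays open for both regions. It cannot be told apart from a difference that goes with the sex chromosomes, because the same 3 mice had the high X medians (0.81, 0.74 and 0.71). The dam's tail had been collected at another stage of life than those of the sire and the progeny, and the parents and progeny also differ in age, sex and slide, which this family cannot separate.

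The 8 small loss regions of progeny 1 had a mean of 0.60 in progeny 5 and -0.52 in progeny 2, so these loci also varied by degrees over the family rather than in 1 mouse. This is consistent with the same graded difference. No biological explanation was tested for it.

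Mice hybridized on the same slide had a mean correlation across probes of 0.243, against 0.098 over all ways to pair the 8 mice. Of 105 pairings, 14 gave a mean as high (exact one-sided p = 0.133). The slide cannot be told apart from differences between the mice by this test, because 4 slides with 2 mice each are few and the parents share a slide.

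The deposited series table had been changed from the scanner ratios on 6 arrays, those of the dam, progeny 5 and progeny 6. The change had a correlation of at least 0.984 between neighbouring probes, which is consistent with a correction that varies smoothly along the chromosome. Spot brightness accounted for at most 11.0% of its variance, which argues against a correction by brightness alone. The de novo gains in total were 301 from that table and 294 from the scanner ratios, with 287 and 278 in progeny 5 and 11 and 13 in progeny 6. How many regions were the same was not counted. Why only these 6 arrays were changed was not tested.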
